A study of Drosophila melanogaster with 12 samples. Its data were reported in "Argonaute2 attenuates active transcription by limiting RNA Polymerase II elongation in Drosophila melanogaster" (2018).

How the data were processed

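RNA polymerase II (Pol II) carrying a phosphate on Serine 5 of its C-terminal repeats (Pol II S5) was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in Kc167 cells, a Drosophila melanogaster line of embryonic origin. The labels list 12 samples, which are 6 immunoprecipitated libraries and the 6 input libraries paired with them. The immunoprecipitated libraries fall into 3 groups of 2 replicates, which are mock-treated cells, cells depleted of AGO2 with a small interfering RNA (AGO2 KD) and cells depleted of LaminB with a double-stranded RNA (LaminB KD). Groups and replicate numbers were taken from the labels alone. A peak list was analysed for each of the 6 immunoprecipitated libraries. No separate peak list of an input library or of pooled replicates was used here.

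The authors trimmed adapters with cutadapt, aligned reads to the dm6 genome with bowtie2, removed reads of low mapping quality and duplicates, and called broad regions with MACS2 for each replicate separately against its paired input. Each deposited line holds a region and 4 values of the peak caller. The deposited score was the truncated value of 10 times the −log10 q-value, which held for 99.98% to 100% of the lines of each library when checked. The deposited fold is the ratio of read pileup in the immunoprecipitated library to the local background, averaged over the region. The authors deposited p-values and q-values as −log10, also averaged over the region. The largest q-value in a library lay between 0.0911 and 0.0999, so that regions with weaker evidence are absent from every list. Because each list was called on its own, a deeper library or a cleaner immunoprecipitation yields more and wider regions from the same chromatin, and the lists are not scaled to one another. Score and q-value were used only to describe, rank or filter peaks within one library. Fold and p-value were also used for the implied background, which is set side by side across libraries.

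The read depth per library is not stated in the peak lists and is unknown here. A rough stand-in was computed from the deposited fold and −log10 p-value of each peak. It is the background pileup at which a Poisson test, with 1 added to both pileups for the fold, gives that p-value at that fold, and its median over the peaks of a library is called the implied background. No such value was found for 241 of 5532 peaks in AGO2 KD replicate 1 and 453 of 5108 in LaminB KD replicate 2, which were left out of the median. Set to 0.05, the lowest value searched, they would lower the medians from 3.28 to 3.22 and from 3.44 to 3.30. MACS2 scales the larger of the immunoprecipitated and input libraries down to the smaller, and the values are averages over broad regions, so the implied background reflects the smaller of both libraries and is approximate. Confidence intervals on promoter shares are 95% Wilson intervals over peaks and cover counting error only.

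Coordinates are those of dm6, counted from 1. Genes and exons were taken from the Ensembl BDGP6.54 annotation, release 115, on chromosomes 2L, 2R, 3L, 3R, 4, X and Y, leaving out transposable elements, which left 18277 genes. No peak ended beyond the length of its chromosome in the reference. Peaks were assigned to 1 class each, in the order promoter (within 1500 bp of an annotated transcription start on either side), exon, intron and intergenic, with an overlap of 1 bp or more. Promoters so defined take up 30.8% of these chromosomes. A gene had a peak when 1 bp or more of it lay under peaks. The covered share of a gene is the percentage of its length under peaks. Gene body coverage is the mean covered share from 500 bp downstream of the start to the end of the gene, over the 5173 protein-coding genes of at least 2 kb that had a peak in any library. A gene was gained when both libraries of a knockdown and neither mock library had a peak in it, and lost in the opposite case. Higher or lower coverage of a gene means that the covered shares of both knockdown libraries lay above, or below, those of both mock libraries, counted over the 7436 protein-coding genes of at least 2 kb.

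Group means were compared by exact two-sided permutation tests of 2 libraries against 2. These have 6 labelings and a smallest p of 0.333, so no such comparison could reach 0.05. Peak lists were compared by the Jaccard index, which is the length under peaks in both libraries divided by the length under peaks in either. Whether replicates overlapped more than libraries of different groups was tested one-sided over the 15 ways to pair 6 libraries, with a smallest p of 0.0667. Counts of genes were set beside the other 2 ways to split the same 4 libraries, and beside 100 random redraws that kept the number of genes per library and of libraries per gene. The redraws treat genes as independent, which overlapping genes are not. The authors tested read counts with DiffBind; peak lists hold no read counts, so that test was not run here.

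The rule for genes named in the text and all alternatives were fixed before the data were examined, unless stated. The named genes are AGO2, Lam, Socs36E, Traf4, cv-2, betaTub60D and vri, and for each knockdown the 3 protein-coding genes of at least 2 kb with the largest rise and the 3 with the largest fall, by the gap between the nearest libraries of both groups. The alternatives were the same number of top peaks in each library (5108), the upper 50% of peaks by score, merging of peaks closer than 1 kb, promoters within 500 bp, gene bodies from 1500 bp, genes of at least 5 kb, genes with a peak in all 6 libraries, 500 bp under peaks for a gene to count, protein-coding genes alone, a gap of at least 0.1 of the gene length, overlap of peaks by 1 bp or by 50% of their length, a replicate block, and leaving out each library in turn. Equal covered length (the top peaks by q-value up to 4.19 Mb in each library) and shared length over the smaller library were chosen after the data were seen.

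Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Sequence matches used blastn 2.17.0 and figures matplotlib 3.10.9. Scripts were tested on known cases before use. Covered lengths of 118 genes on chromosome 4 differed from a base-by-base count in 0 genes, and 15 Jaccard indices differed by 0 from those of bedtools 2.31.1. In thinned copies of a peak list with 200 seeded gains among 18277 genes, 100% of the gains were recovered, and 90 other genes were called gained.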

Results

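Occupancy of Pol II S5 was profiled by ChIP-seq in Kc167 cells that were mock-treated, depleted of AGO2, an Argonaute protein, or depleted of LaminB, a component of the nuclear lamina. Each group had 2 replicate libraries, and the data are 1 list of broad enriched regions (peaks) per library. The purpose of the AGO2 comparison was to learn whether AGO2 affects the amount of elongating polymerase on genes, and LaminB depletion served as the comparison for specificity. The lists held 6435 and 7162 peaks in mock replicates 1 and 2, 5532 and 6631 in AGO2 KD replicates 1 and 2, and 8541 and 5108 in LaminB KD replicates 1 and 2. Sequencing depth is unknown from these lists. The implied background, an approximate pileup computed from the fold and p-value of each peak, was 5.40 and 7.84 in the mock libraries, 3.28 and 5.17 in AGO2 KD, and 14.0 and 3.44 in LaminB KD, in the order of replicates 1 and 2.

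The knocked-down genes were examined first. AGO2 (FBgn0087035, chromosome 3L, 15554113 to 15561042, plus strand) had covered shares of 7.20% and 7.39% in mock replicates 1 and 2, 6.67% and 9.97% in AGO2 KD, and 67.6% and 6.72% in LaminB KD. Lam, the gene of LaminB (FBgn0002525, chromosome 2L, 5542480 to 5546642, plus strand), had covered shares of 72.5% and 77.4% in mock, 50.8% and 77.5% in AGO2 KD, and 82.5% and 23.5% in LaminB KD. In neither knockdown did both libraries lie on one side of both mock libraries at the targeted gene. Peak coverage does not measure transcript or protein, so these values neither bear out nor contradict the labels.

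Whether depletion changed the amount of chromatin called as occupied was compared next. AGO2 KD libraries had 6081.5 ± 777 peaks (SD, n = 2) and mock libraries 6798.5 ± 514 (SD, n = 2), a difference of -717 peaks (exact two-sided permutation test, p = 0.667). The length under peaks was 6.79 ± 1.72 Mb in AGO2 KD and 9.38 ± 1.57 Mb in mock (SD, n = 2). Both AGO2 KD libraries, at 5.57 and 8.01 Mb, lay below both mock libraries, at 8.27 and 10.5 Mb, and the difference of -2.59 Mb exceeded the pooled SD of 1.65 Mb. Its exact permutation p of 0.333 is the smallest that 2 libraries against 2 allow, so the comparison could not pass 0.05. Peaks were on average 1286 and 1465 bp wide in mock replicates 1 and 2 and 1007 and 1207 bp in AGO2 KD. Among the alternatives the difference in covered length moved most when an AGO2 KD library was left out, to -1.37 Mb without replicate 1 and -3.81 Mb without replicate 2. At the same number of peaks per library it was -2.04 Mb.

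LaminB KD libraries had 6824.5 ± 2427 peaks (SD, n = 2), 26 more than mock, with an exact permutation p of 1. They covered 9.40 ± 7.37 Mb (SD, n = 2), which was 0.0228 Mb more than mock (exact permutation p = 1). The replicates stood 3.48-fold apart, at 14.6 and 4.19 Mb, against 1.27-fold in mock and 1.44-fold in AGO2 KD. Peaks averaged 1711 bp in LaminB KD replicate 1 and 821 bp in replicate 2. No difference between LaminB KD and mock was detectable against this spread. The direction followed which replicate was used, since the difference was -5.19 Mb without LaminB KD replicate 1 and 5.23 Mb without replicate 2.

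**Figure D1:**
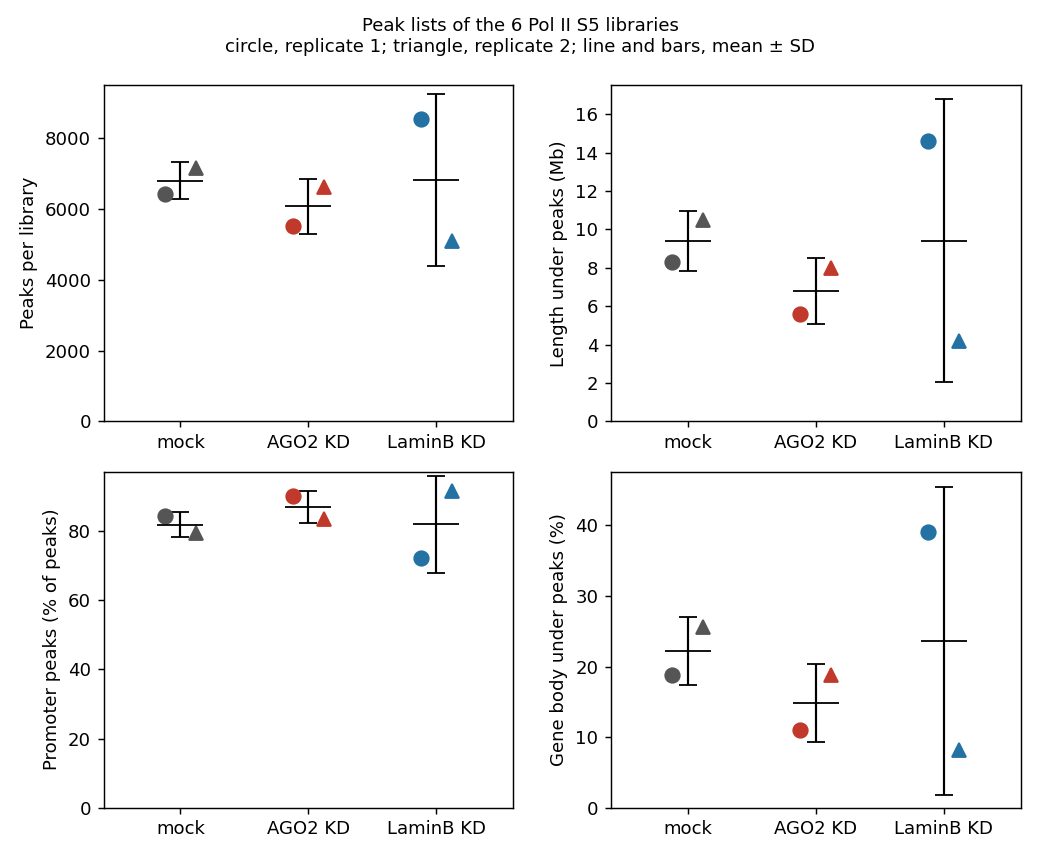
Peaks per library, length under peaks (Mb), promoter peaks (percent of peaks) and gene body under peaks (percent) for each of the 6 libraries, with circles for replicate 1, triangles for replicate 2, and lines and bars for the mean ± SD of each group (n = 2). The LaminB KD replicates, at 14.6 and 4.19 Mb under peaks, lie on either side of all other libraries, and both AGO2 KD libraries lie below both mock libraries in length under peaks.

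Across the 6 libraries, covered length rose with the implied background (Pearson r = 0.967, exact permutation p = 0.00833; Spearman rho = 0.943, exact permutation p = 0.0167). This was the single correlation computed across libraries, so no adjustment for other relations was made. Both measures derive from the same lists. Without the 2 libraries farthest from the median background, mock replicate 2 and LaminB KD replicate 1, r was 0.941 over 4 libraries (exact permutation p = 0.25, where the smallest two-sided p is 0.0833). Within each of the 3 groups the replicate with the higher implied background also had the larger covered length.

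The distribution of peaks over gene features was compared next, to ask whether occupancy shifted between promoters and the rest of the gene. Promoter peaks made up 84.4% (95% Wilson interval 83.5 to 85.2%) and 79.3% (78.4 to 80.2%) of peaks in mock replicates 1 and 2. In AGO2 KD they made up 86.9 ± 4.70% of peaks against 81.8 ± 3.58% in mock (SD, n = 2), a difference of 5.06 percentage points (exact two-sided permutation test, p = 0.667). The AGO2 KD libraries, at 90.2% and 83.6%, did not separate from the mock libraries. At the same number of peaks per library the difference was 0.548 points. In LaminB KD promoter peaks made up 81.9 ± 13.9% (SD, n = 2), a difference of 0.0544 points (exact permutation p = 1), with 72.1% in replicate 1 and 91.7% in replicate 2. That difference became -9.77 points without LaminB KD replicate 2 and 9.88 points without replicate 1. It was also negative at equal peak number (-1.16 points), in the upper 50% of peaks by score (-1.49 points), after merging (-0.292 points) and with promoters within 500 bp (-0.621 points).

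Gene body coverage, the measure closest to the question of elongation, averaged 14.9 ± 5.49% in AGO2 KD and 22.2 ± 4.85% in mock (SD, n = 2) over 5173 genes. The AGO2 KD libraries had 11.0% and 18.7% and the mock libraries 18.8% and 25.7%, so the nearest libraries of the groups differed by less than the spread between replicates. The difference of -7.38 points had an exact permutation p of 0.333, the smallest possible. At equal peak number it was -6.61 points and in genes with a peak in all 6 libraries -8.72 points. Without AGO2 KD replicate 1 the difference was -3.49 points, and without replicate 2 it was -11.3 points. LaminB KD averaged 23.6 ± 21.8% (SD, n = 2), with 39.0% and 8.18% in replicates 1 and 2, a difference from mock of 1.37 points (exact permutation p = 1). It was -14.1 points without LaminB KD replicate 1 and 16.8 points without replicate 2.

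Overlap between lists was used to ask whether replicates resembled each other more than they resembled other groups. The Jaccard index was 0.739 between the mock replicates, 0.660 between the AGO2 KD replicates and 0.287 between the LaminB KD replicates. The highest index, 0.751, was that of mock replicate 1 and AGO2 KD replicate 2. LaminB KD replicate 1 was closest to mock replicate 2 (0.679) and LaminB KD replicate 2 to AGO2 KD replicate 1 (0.650). The mean was 0.562 over the 3 replicate pairs and 0.570 over the 12 pairs of different groups. The difference of -0.00844 was equalled or exceeded by 6 of the 15 possible pairings (exact one-sided permutation test, p = 0.4). Without LaminB KD replicate 1 it was 0.114, and without LaminB KD replicate 2 it was 0.101. The smaller list lay largely within the larger, with 87.2% to 100% of its covered length shared over the 15 pairs, and least for mock replicate 1 and AGO2 KD replicate 2. All 5108 peaks of LaminB KD replicate 2 (100%) overlapped a peak of LaminB KD replicate 1, and the index of 0.287 between them equalled the largest that their covered lengths allow.

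**Figure D2:**
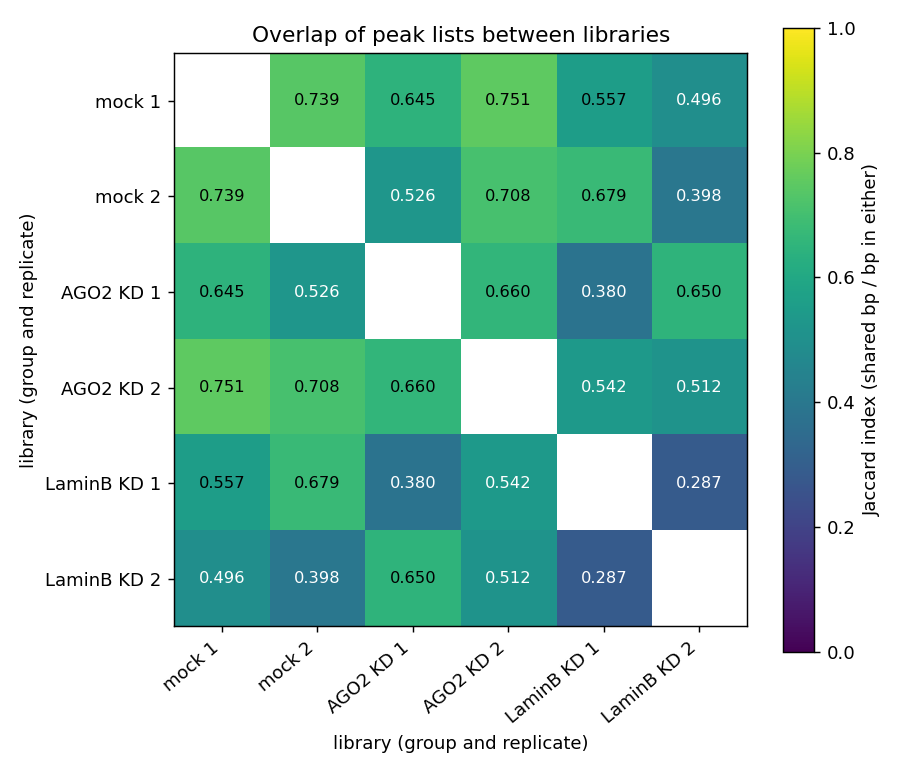
Jaccard index (length under peaks in both libraries divided by length in either, from 0 to 1) for the 15 pairs of libraries, named by group and replicate on both axes. The highest value, 0.751, joins a mock and an AGO2 KD library, and the lowest, 0.287, joins the LaminB KD replicates.

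Genes that gained or lost all peaks were counted next. After AGO2 depletion 3 genes were gained and 263 were lost. The other splits of the same 4 libraries gave 1 and 110 genes with replicates of the same number together, and 11 and 17 genes otherwise. Random redraws gave 0.86 gained genes on average (0 to 4) and 245 lost genes (232 to 259). The count of lost genes lay just above the range of the redraws. Overlapping entries share peaks but count as independent there, such as mir-4912 and a 23 bp noncoding entry inside it, both lost. The range is therefore likely too narrow, and this small excess does not show loss beyond the number of genes per library. Without AGO2 KD replicate 2 the counts were 6 and 841. Without AGO2 KD replicate 1 they were 47 and 318. At equal peak number 17 genes were gained and 256 lost, and with equal covered length, an alternative chosen after the data were seen, 331 and 106. Equal covered length cuts both mock lists by more than both AGO2 KD lists, so gains can follow from that setting alone. The gained genes were named after their values were seen. CG6931 (FBgn0036236, 3L, 11990736 to 11992000) was covered to 27.0% and 24.7% in AGO2 KD replicates 1 and 2 and 63.1% in LaminB KD replicate 1. Tdh (FBgn0036997, 3L, 20466944 to 20469592) was covered to 5.66% and 7.81% in AGO2 KD and 16.3% in LaminB KD replicate 1. The noncoding lncRNA:CR44478 (FBgn0265671, 2L, 18145098 to 18145499) lies inside Socs36E and was wholly covered in both AGO2 KD libraries and in LaminB KD replicate 1. Mock replicates 1 and 2 had peaks that began just beyond its end, at 18145560 and 18145558.

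After LaminB depletion 1 gene was gained and 13 were lost, against random means of 0.51 and 5.71 (at most 4 and 11). The other 2 splits of those libraries gave 63 and 418 genes with a peak in 1 pair alone, all of them in the pair that held LaminB KD replicate 1. The gained item, named after its value was seen, is a noncoding annotation of 23 bp on chromosome 3R (15130770 to 15130792). The counts were 764 gained without LaminB KD replicate 2 and 1627 lost without LaminB KD replicate 1. No gene (0) was gained in both knockdowns, where the redraws gave 0.02 on average. With equal peak number it was 4 genes. Of the lost genes 11 were lost in both knockdowns, where the redraws gave 4.11 (1 to 9).

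Coverage was then compared gene by gene. If libraries were exchangeable and values untied, 16.7% of genes would lie higher in both knockdown libraries, and as many lower. In AGO2 KD 27 of 7436 genes had higher and 2341 lower coverage than in mock, so that 98.9% of the separated genes were lower. The split with replicates of the same number together gave 25 and 1787 genes, and the remaining split 143 and 189. At equal peak number the counts were 64 and 2193 (97.2% lower), and with equal covered length, chosen after the data were seen, they were 287 and 1088 (79.1% lower). Without AGO2 KD replicate 1 the counts were 557 higher and 2442 lower, and without replicate 2 they were 52 and 3997. With a gap of at least 10 percentage points, 2 genes were higher and 413 lower. In LaminB KD 15 genes had higher and 108 lower coverage (87.8% lower). That share was 78.3% at equal peak number, 68.7% in the upper 50% of peaks by score and 75.1% with equal covered length. No gene (0) was higher and 5 were lower by a gap of at least 10 points. Without LaminB KD replicate 2, 4290 genes were higher, and without replicate 1, 4347 were lower.

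**Figure D3:**
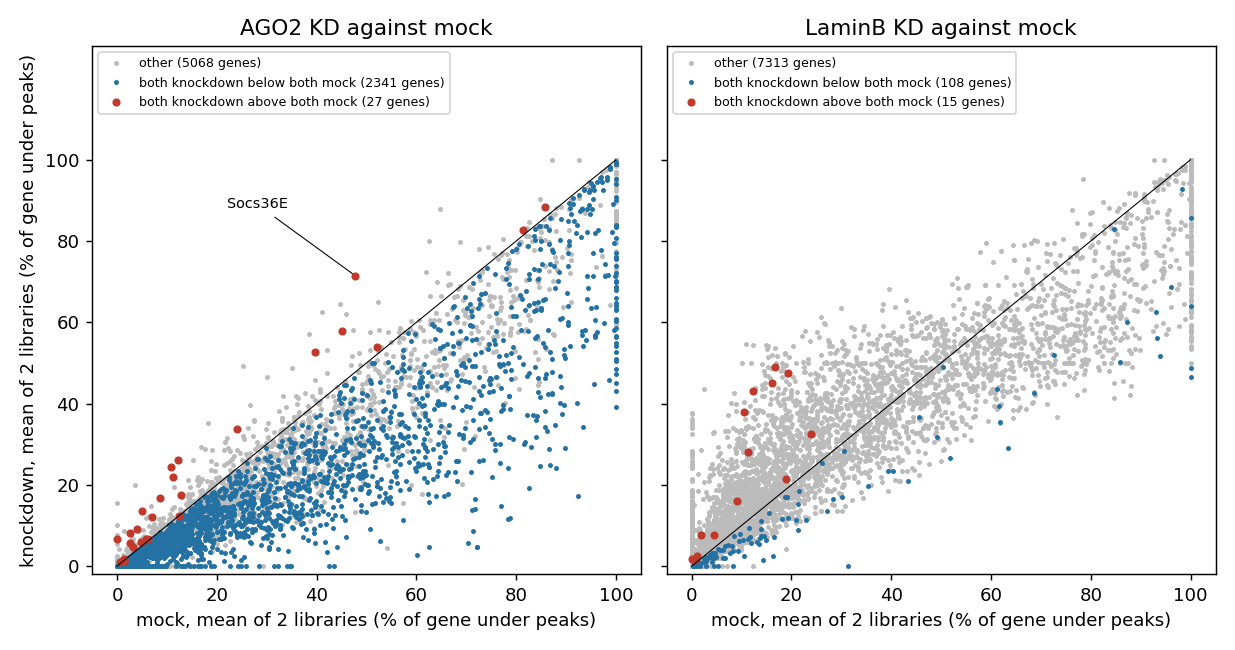
Share of each protein-coding gene of at least 2 kb under peaks (percent of gene length), mean of the mock libraries on the horizontal axis and of the knockdown libraries on the vertical axis, with 1 point per gene and the line of equality. Blue points are genes with both knockdown libraries below both mock libraries (2341 for AGO2 KD, 108 for LaminB KD), red points the opposite (27 and 15), and Socs36E lies above the line in the AGO2 KD panel.

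The gap was largest among the genes that rose in AGO2 KD at Socs36E (FBgn0041184, 2L, 18138675 to 18152417, minus strand). The study chose this gene as an example partly from the same libraries, so its peaks here are not independent evidence. The study also described it as up-regulated in AGO2 knockdown, and nascent RNA is a separate measure. Its covered share was 71.5 ± 1.86% in AGO2 KD and 47.7 ± 1.95% in mock (SD, n = 2), with 70.1% and 72.8% against 46.4% and 49.1% in the single libraries and 21.0 points between the nearest of them. In LaminB KD it was 74.4% and 28.2%. The length under peaks in both AGO2 KD libraries and neither mock library came to 2873 bp in 6 stretches, of which 2777 bp were intronic and 96 bp exonic for Socs36E. The longest stretches ran from 18144376 to 18145557 (1182 bp) and from 18146001 to 18147137 (1137 bp), both in the intron that also holds lncRNA:CR44478. In AGO2 KD replicates 1 and 2 they belonged to single peaks with fold values of 3.58 and 3.13, which are the authors' values. Both mock libraries also had a peak between these stretches. It spanned 18145560 to 18145900 in mock replicate 1 (fold 2.50) and 18145558 to 18146000 in mock replicate 2 (fold 2.73). The longest stretches are thus flanks of a mock peak that was called wider in AGO2 KD, and not a separate site. CG10638 (FBgn0036290, 3L) rose from 39.9% and 39.3% to 51.0% and 54.5%, but not at equal peak number. Tdh was the remaining gene of this list.

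**Figure D4:**
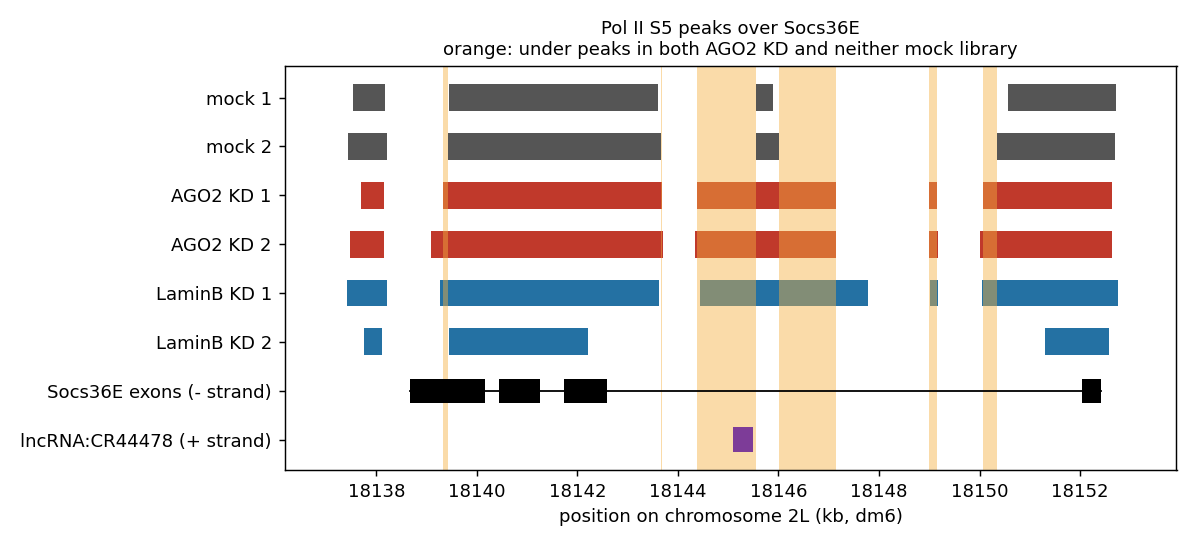
Peaks of the 6 libraries over Socs36E on chromosome 2L (horizontal axis, position in kb, dm6), 1 row per library, with the exons of Socs36E and the noncoding gene inside its intron below. Orange bands mark the 6 stretches, 2873 bp in all, under peaks in both AGO2 KD libraries and in neither mock library.

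The 3 largest falls in AGO2 KD were at CG5854 (FBgn0039130, 3R), ArgRS (FBgn0027093, X) and grau (FBgn0001133, 2R). CG5854 fell from 100% and 84.9% in mock to 16.3% and 18.2%, ArgRS from 76.7% and 77.2% to 9.47% and 19.9%, and grau from 71.9% and 71.5% to 15.3% and 12.7%. At equal peak number grau had only 40.8% in mock replicate 2, while its other mock and AGO2 KD values and those of CG5854 and ArgRS were unchanged. LaminB KD replicate 2 had 15.5%, 6.94% and 10.0% at these genes and LaminB KD replicate 1 100%, 88.3% and 100%. Of the other genes fixed in advance, none had both AGO2 KD or both LaminB KD libraries on one side of both mock libraries. Traf4 (FBgn0026319, 2L) was covered to 3.63 ± 0.357% in mock and cv-2 (FBgn0000395, 2R) to 3.07 ± 2.65%. vri (FBgn0016076, 2L) stood at 3.33 ± 3.07% and betaTub60D (FBgn0288686, 2R) at 5.11 ± 0.686% (SD, n = 2), where betaTub60D had 4.43% and 22.2% in AGO2 KD.

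In LaminB KD the largest rises were small. CG15097 (FBgn0034396, 2R) had 37.4% and 27.4% against 23.4% and 24.5% in mock, PPP4R2r (FBgn0030208, X) had 71.7% and 14.3% against 12.6% and 12.2%, and CG32432 (FBgn0052432, 3L) had 2.02% and 1.58% against 0 and 0.0416%. The largest fall was at Vps11 (FBgn0052350, 3L, 23147656 to 23150499), covered to 32.3% and 30.5% in mock and to 0% in all 4 knockdown libraries, AGO2 KD included. The peaks there also cover asRNA:CR45164 on the same stretch, and at equal peak number the gene had no peak in any library. Polr3I (FBgn0030801, X) fell from 100% in both mock libraries to 71.4% and 56.7%, and PIG-B (FBgn0035464, 3L) from 100% to 81.6% and 11.7%.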

Values the study reported

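From differential analysis of read counts, the study reported that 162 of 744 genes up-regulated on nascent RNA sequencing after AGO2 depletion gained Pol II S5, with an odds ratio of 11. Of 196 down-regulated genes, 37 lost Pol II S5, with an odds ratio of 6.8. For LaminB depletion the study reported mainly an effect on the hypophosphorylated form of Pol II, counted among genes up-regulated on nascent RNA sequencing. Against that it reported a lesser effect on Pol II S5, at 2 genes with an odds ratio of 22.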

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

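The tests in this part were set out before their results were seen, except that the random stretches and the limit to matches on other chromosomes were added after a first search. LaminB KD replicate 1 had 2 peaks on chromosome Y, which enters no comparison above on its own, and the mock libraries had 0. The first peak spans 1642339 to 1642580 (242 bp) inside Ppr-Y (FBgn0046697), with a fold of 1.98 and a −log10 q-value of 3.098. The second spans 3302854 to 3303105 (252 bp) outside annotated genes, with a fold of 2.59 and a −log10 q-value of 6.44. By q-value they rank at or above 29.1% and 47.6% of the peaks of that library. The AGO2 KD libraries and LaminB KD replicate 2 also had 0.

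Sequence shared with other chromosomes is consistent with these peaks. Over at least 80% of its length, the first matched chromosome 3R (3170017 to 3170257) at 99.6% identity and the second matched 3R (2254736 to 2254986) at 99.2%, with 136 and 74 matches of at least 98% identity on other chromosomes. Such matches are common on chromosome Y, since 33 of 100 random stretches of 252 bp had one. The authors removed reads of low mapping quality, which discards reads that fit several places equally well, so this explanation also needs reads that differ from the other copies, and those were not examined here. Depth cannot be told apart from other causes. At the implied background of mock replicate 2 the folds of these peaks would give −log10 p-values of 2.333 and 4.54, and the weakest peak of that library had 2.303, so the first would sit at the level of the weakest peak called there. In pileup they would reach 16.5 and 21.9 where 17 was needed, a margin of -0.125 and 1.04 Poisson SD, which decides neither way. LaminB depletion itself stays open and untested, because LaminB KD replicate 2 had no such peak and a far smaller list.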

How the results depend on the processing

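Equal covered length and shared length over the smaller library were chosen after the data were seen. Across all alternatives 20 values changed sign and 54 moved. The other 94 kept their direction, or for counts stayed within 1.5 times, but a difference that kept its direction could still change in size. The differences of AGO2 KD from mock in peak number, covered length, promoter share and gene body coverage kept their direction under all alternatives run, with covered length from -3.81 to -1.37 Mb and gene body coverage from -11.3 to -3.49 points, apart from -0.548 points at equal covered length. None could pass 0.05 in the exact permutation test of 2 libraries against 2, so this says nothing of significance. Where no cause is named below, the cause was not tested.

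LaminB KD against mock changed sign in peak number after merging (-144.5), in covered length at equal peak number (-0.204 Mb), in promoter share at equal peak number (-1.16 points), in the upper 50% of peaks (-1.49), after merging (-0.292) and with promoters within 500 bp (-0.621), and in gene body coverage at equal covered length (-0.137 points). The difference in overlap turned positive in the upper 50% of peaks (0.00618), at equal covered length (0.0149) and over the smaller library (0.00824), with exact permutation p between 0.4 and 0.533.

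At equal peak number genes gained numbered 17 in AGO2 KD, 32 in LaminB KD and 4 in both, genes lost in LaminB KD 72, genes with higher coverage 64 (AGO2 KD) and 56 (LaminB KD), and with lower coverage in LaminB KD 202. In the upper 50% of peaks, 23, 74 and 8 genes were gained, 23 were lost in LaminB KD, and 57 had higher coverage in LaminB KD. With 500 bp required, 397 genes were lost in AGO2 KD and 3 gained in LaminB KD. Among protein-coding genes alone LaminB KD gained 0 and lost 8, which follows from the fewer genes counted. With a gap of at least 0.1 of the gene length, higher and lower counts were 2 and 413 in AGO2 KD and 0 and 5 in LaminB KD, as a stricter criterion must lower them.

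At equal covered length, 331 genes were gained and 106 lost in AGO2 KD, 103 and 76 in LaminB KD, and 40 gained in both. Both mock lists are cut by more than both AGO2 KD lists there, so gains in AGO2 KD can follow from the setting. Higher and lower coverage counts were 287 and 1088 in AGO2 KD and 164 and 495 in LaminB KD. Gene body coverage is itself a covered length, so its difference is drawn towards 0 by this setting and says little there.

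Leaving out 1 library at a time, LaminB KD against mock ranged from -1690.5 to 1742.5 peaks, -5.19 to 5.23 Mb, -9.77 to 9.88 points of promoter share and -14.1 to 16.8 points of gene body coverage. In AGO2 KD, gained genes ranged from 5 to 47, lost from 312 to 841, higher from 45 to 557 and lower from 2442 to 3997. In LaminB KD, gained ranged from 1 to 764, lost from 13 to 1627, higher from 16 to 4290 and lower from 108 to 4347. Genes gained in both ranged from 0 to 3 and the difference in overlap from -0.0932 to 0.114. In LaminB KD the extremes came from leaving out replicate 1 or replicate 2 of that group. The counts can only stay or grow with fewer libraries to satisfy.

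The labels give groups the same replicate numbers but no shared batch or day. With the replicate block, higher and lower counts were 108 and 3464 in AGO2 KD and 24 and 134 in LaminB KD, and the differences of means were unchanged by construction, with a smallest exact p of 0.5. Across 5173 genes, the deviations of same-numbered libraries correlated at 0.343 between mock and AGO2 KD, -0.468 between mock and LaminB KD, and -0.545 between AGO2 KD and LaminB KD. Replicate 1 had the shorter list in mock and AGO2 KD and the longer one in LaminB KD. List size alone would give these signs, so they cannot test pairing. With 2 pairs and no stated meaning of the number, the libraries were not taken as paired. Between same-numbered libraries AGO2 KD differed from mock by -2.70 and -2.48 Mb of covered length, -7.84 and -6.92 points of gene body coverage and 5.85 and 4.27 points of promoter share.

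The unknown depth limits the counts of genes, since a peak missing from a smaller list may be a region too weak to call there. Genes with lower coverage in AGO2 KD numbered 2341, at equal peak number 2193 (97.2% of separated genes), after merging 2241 and at equal covered length 1088.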

Other observations

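The tests of depth on covered length and of depth on Socs36E were chosen after the results were seen. The other splits at equal covered length, the ranks of lost genes in the mock library where they were lower, and the count of lost genes at equal peak number were added after as well. The remaining tests in this part were set out before.

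The covered length of the replicates stood 3.48-fold apart in LaminB KD, 1.27-fold in mock and 1.44-fold in AGO2 KD. The implied background ranked the libraries almost as covered length did (Spearman rho 0.943 over 6 libraries, exact permutation p = 0.0167), which is consistent with depth or background setting the size of each list. Differences in immunoprecipitation quality would act on the same measures and were not tested.

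The lower coverage of most separated genes in AGO2 KD may come from shallower libraries. Both AGO2 KD libraries had a lower implied background than both mock libraries, so depth and depletion cannot be told apart in all 4. In the pair closest in implied background, AGO2 KD replicate 2 (5.17) and mock replicate 1 (5.40), 482 genes were higher and 523 lower by at least 10 points, so that 52.0% of them were lower. The mock replicates alone gave 92 genes higher and 1201 lower in replicate 1, or 92.9% lower. With equal covered length 79.1% of separated genes were lower in AGO2 KD, against 76.7% and 60.3% for the more frequent direction in the other splits. The real split was thus little more one-sided than the split with replicates of the same number together, and covered length was matched there, not depth. The closest pair is 1 library of each group.

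Socs36E rose in AGO2 KD against this trend. Deeper AGO2 KD libraries are argued against as the cause, since the highest implied background there (5.17) was below the lowest in mock (5.40), while the covered share stood 21.0 points higher between the nearest libraries. The gap is the widest rise among 7436 genes, so chance was examined in the other splits of the 4 libraries. In the pair with the smaller covered length, 1 gene had a gap as wide, His2Av with 23.5 points, in the split with replicates of the same number together, and the widest in the remaining split was 18.7 points at p53. From these peak lists alone, the highest of many genes by chance therefore cannot be told apart from an effect of AGO2 depletion, with only 3 splits. The LaminB KD libraries, at 74.4% and 28.2%, lay on either side of mock. A candidate explanation is more polymerase in the long intron after AGO2 depletion, which read counts over that intron would test.

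Genes with a peak in both mock libraries and in no knockdown library numbered 11, against 4.11 (1 to 9) in random redraws. Vps11 and asRNA:CR45164 share their peaks, so these are 10 groups of genes with separate peaks, while the redraws count genes as independent. These genes had no peak even in LaminB KD replicate 1, the largest list. At equal peak number there were 34 such genes. Weak peaks near the calling threshold are a possible explanation. The strongest mock peak of these genes had a median percentile of 31.4 by score, and 3 of the 11 lay in the lowest 25%. In the mock library where the gene ranked lower, the median was 11.9 and 9 of the 11 lay in the lowest 25%, against 8.27% of the 7531 genes with a peak in both mock libraries. Only CR18228, singled out after its values were seen, lay above the middle in both (76.4 and 86.3). Most of the set was thus weak in at least 1 mock library. A real loss would also remove a weak peak from a list more readily, so weak peaks cannot be told apart from a shared effect of treatment with RNA against mock treatment, which the design confounds with the knockdowns.

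Genes with a peak in both AGO2 KD libraries and neither mock library numbered 3. That is lower than the number of up-regulated genes gaining Pol II S5 quoted from the study above, which rests on read counts and not on the presence of a peak. The study's number was counted only among up-regulated genes, and the count here covers all genes, noncoding ones included. At equal peak number 17 genes were gained, still lower, but at equal covered length 331 were, which is higher. Genes lost in AGO2 KD numbered 263. That is higher than the number of down-regulated genes losing Pol II S5 quoted from the study above, which was counted within a list of genes fixed by RNA. It stayed higher at equal covered length, with 106 genes lost. In LaminB KD 1 gene was gained. That is lower than the number of affected genes quoted from the study above, again by another measure. The study's number was given for genes up-regulated on nascent RNA, and the gene gained here is a noncoding entry of 23 bp. The direction depended on the setting. LaminB KD gained 0 genes among protein-coding genes alone, but 32 at equal peak number and 103 at equal covered length, which are higher.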
